A study of Homo sapiens with 36 samples. Its data were reported in "The ETS family member GABPα modulates androgen receptor signalling and mediates an aggressive phenotype in prostate cancer" (2014).

How the data were processed

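Expression was measured on Illumina Human HT-12 arrays in LNCaP cells, an androgen-dependent human prostate cancer line, and in c42b cells, a castration-resistant line derived from LNCaP. Per the labels, cells of each line carried an overexpression vector for GABPA, its empty vector, a short hairpin against GABPA or a non-targeting hairpin. GABPA is the DNA-binding subunit of the ETS-family transcription factor GABP. All cells were kept for 48 h in charcoal-stripped serum, and received 1 nM of the synthetic androgen R1881 or its ethanol vehicle. The series held 36 arrays, 4 of which were repeat arrays of a sample. Averaging repeat arrays left 32 samples in 16 groups of 2. All 36 columns could be assigned from the labels, so no sample was left out.

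The authors deposited a table of intensity values, which are linear bead summaries per probe after the BASH and HULK steps of beadarray had removed spatial artefacts; the versions of these tools were not stated. The table held no detection p-values, and 94 of its values were missing. A second deposited table held log2 values that the authors had quantile normalized over the 36 arrays. Array medians in the intensity table ran from 178.3 to 225, and single intensities from 11 to 48870. The intensities were converted to log2, quantile normalized over the 36 arrays and averaged over repeat arrays. The resulting values were checked against the deposited log2 table, and differed by a median of 0.000159 and at most by 0.15 log2. The array carried 47231 probes, of which 30113 named 1 gene. Each gene was read from its probe with the highest mean log2 value, which gave 20046 genes. Probes for olfactory receptors, which are seldom expressed outside the nose, served as a measure of background. The 95th percentile of their mean log2 values was 7.80, and 48.3% of the genes lay above it. The number of arrays limited the precision, with a median standard error of 0.0969 log2 for a main comparison.

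A model with 1 mean per group was fitted over the 32 samples with limma 3.58.1 in R 4.3.3. In each line, cells labelled GABPA overexpression were compared with empty-vector cells, and knockdown cells with non-targeting cells, each averaged over the R1881 and vehicle arms. The androgen response was R1881 against vehicle averaged over the empty-vector and non-targeting cells. Each of these comparisons had 4 samples on each side. Interactions tested whether an effect of a vector differed between the arms or between the lines. Moderated p-values were adjusted by the Benjamini-Hochberg method over all probes, jointly over the 6 main comparisons, jointly over the 6 interactions, and alone for c42b against LNCaP control cells. An adjusted p under 0.05 was required for a call, and SE denotes the standard error of a difference. The joint adjustment lets comparisons with many changed genes lower the bar for those with few. All p-values measure only the spread between these samples, which may be technical. Data were simulated with 200 genes changed at each of the sizes 0.25, 0.5, 1 and 2 log2 in every overexpression and knockdown comparison. Of changes of 0.25 log2, 12% to 22.5% were called, 90.5% to 93% of those of 0.5, and 100% of those of 1. So many changes lower the bar of the joint adjustment, so that recovery in the real data may have been lower.

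The comparisons, the alternatives, the 31 gene lists and the rule for naming genes were chosen before the data were examined. The rule took, in each comparison, the 8 highest and 8 lowest genes among those called whose direction was the same in both arms, with no overlap of the groups in either arm. For the androgen response, both control vectors took the place of the arms. It further took up to 4 members of each list among those called, a fixed set of genes of interest to the study, and the 5 smallest p-values of each interaction. TRMT12 belonged to the fixed set but was not analysed here, and 1 other gene of that set and 1 of the lists are not reported here. Genes named outside the rule, such as members of overlaps, were chosen after their values were seen. Lists were tested with camera at a preset inter-gene correlation of 0.01, over the 30 lists with 5 or more measured members, and adjusted over 180 tests. The tests were repeated with an estimated correlation and with fry. The list of castration-resistant prostate cancer (CRPC) genes comes from an earlier signature of CRPC. The study picked its members by a nearby GABPα-binding site together with changed expression in these cells, so partly on these samples.

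Alternatives covered a replicate block, normexp background correction, median centring in place of quantile normalization, the authors' log2 table, brighter probes only, adjustment within each comparison, an adjusted p under 0.1, calls by any probe, leaving out repeat arrays, each arm alone, a separate fit for each line, and leaving out each sample in turn. A non-targeting reference for the overexpression comparison, unadjusted p-values, and a limit to genes above background were added after the data were seen, as was the test of the androgen response between the lines.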

Results

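The arrays profiled 2 prostate cancer lines, each with 4 vectors and with or without the androgen R1881, in 16 groups of 2 samples. On the first principal component, which held 46.6% of the variance, the samples separated by cell line. The second component, with 23.0%, separated the pLVX vectors (empty and GABPA overexpression) from the hairpin vectors, and the third, with 6.73%, separated R1881 from vehicle. Repeat arrays differed from the first array of the same sample by a standard deviation of 0.17 to 0.22 log2, against 0.18 to 0.25 log2 between such an array and the other replicate.

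GABPA itself was examined first, to see whether the vectors had moved their target. In LNCaP cells the GABPA probe read 8.06 ± 0.15 log2 (SD, n = 4) in empty-vector cells and 8.01 ± 0.20 in cells labelled GABPA overexpression. In c42b cells it read 8.15 ± 0.13 and 8.18 ± 0.12, so that the probe was not higher in either line (adjusted p = 0.956 and 0.978). In c42b the probe fell by 0.46 log2 after knockdown (SE 0.11, adjusted p = 0.0215), from 7.96 ± 0.14 in non-targeting cells to 7.5 ± 0.24. In LNCaP it read 8.08 ± 0.18 in non-targeting and 7.70 ± 0.09 in knockdown cells, a difference of -0.38 that did not pass the test (adjusted p = 0.101), though it passed with a replicate block (0.0357) or with brighter probes only (0.0438). The knockdown means of both lines lay below the background level of 7.80 log2, so that the sizes of these differences are uncertain. In both lines every one of the 4 knockdown samples lay below every non-targeting sample. The call in c42b was lost with the R1881 arm alone (-0.26, adjusted p = 0.758). It was also lost without replicate 2 of the R1881-treated non-targeting cells (adjusted p = 0.14), replicate 2 of the vehicle-treated non-targeting cells (0.116), replicate 1 of the R1881-treated knockdown cells (0.164) or replicate 1 of the vehicle-treated knockdown cells (0.192). A second, dim GABPA probe, at a mean of 6.56 log2, was called in no comparison. GABPB1, which encodes the partner subunit of GABP, rose after knockdown by 1.02 log2 in LNCaP (SE 0.09, adjusted p = 1.9e-09) and by 0.95 log2 in c42b (adjusted p = 9.7e-09). Its level was 9.93 against 8.91 log2 in LNCaP and 10.42 against 9.47 log2 in c42b.

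**Figure D1:**
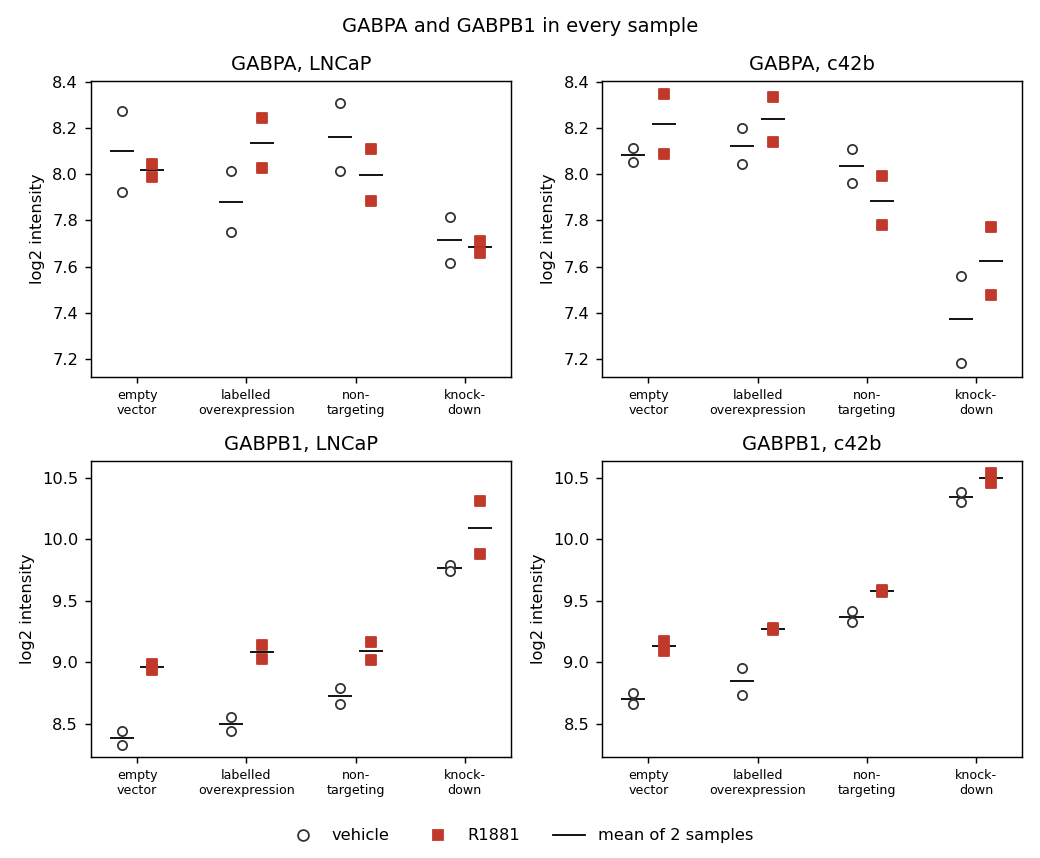
Levels of GABPA and GABPB1 (log2 intensity) in every sample of both lines, by vector and by R1881 or vehicle arm, with lines at the mean of 2 samples. GABPA was not higher in cells labelled GABPA overexpression, and GABPB1 was higher by 1.02 log2 (LNCaP) and 0.95 log2 (c42b) in knockdown cells.

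The overexpression comparison asked which genes respond to added GABPA. Because the GABPA probe was not raised, its groups are named here by their label alone. In LNCaP cells labelled GABPA overexpression, TSPAN15, a tetraspanin that guides the protease ADAM10, was lower by -0.49 log2 (SE 0.10, adjusted p = 0.00631). The H/ACA small nucleolar RNA SNORA11D was higher by 0.45 log2 (SE 0.10, adjusted p = 0.0102). TSPAN15 lost its call without replicate 1 of the R1881-treated empty-vector cells (adjusted p = 0.0554) or replicate 2 of the R1881-treated (0.0859) or vehicle-treated (0.0503) cells labelled GABPA overexpression. SNORA11D lost its call without replicate 2 of the R1881-treated empty-vector cells (0.0922), or replicate 1 of the R1881-treated (0.0503) or replicate 2 of the vehicle-treated cells (0.0645) of that label. In all, 9 genes were called, 7 higher and 2 lower, 7 of the 9 had mean levels below background, and each lost its call without 3 or more of the 8 samples. At an unadjusted p under 0.05 there were 878 genes, where 1002 would be met with no change, and 0 were called by limma when the comparison was adjusted alone. The count was 2 without replicate 2 of the R1881-treated cells labelled GABPA overexpression, 4 and 14 without replicates 1 and 2 of their vehicle-treated cells, and 15 without replicate 1 of the vehicle-treated empty-vector cells. No list passed camera in this comparison, including GABP and its known targets (11 measured, adjusted p = 0.57), respiratory chain subunits (73, 0.88), mitochondrial ribosomal proteins (76, 0.151) and MYC targets (47, 0.715). With median centring, mitochondrial (adjusted p = 0.00943) and cytosolic (0.0237) ribosomal proteins were called higher.

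In c42b cells labelled GABPA overexpression, several genes known as androgen-induced were higher than in empty-vector cells. SLC45A3, which encodes the prostate membrane protein prostein, was higher by 0.66 log2 (SE 0.09, adjusted p = 2.8e-05), and PMEPA1, a feedback inhibitor of androgen and TGF-beta signalling, by 0.59 log2 (SE 0.10, adjusted p = 0.000862). The kallikreins KLK2 and KLK3, the latter being prostate-specific antigen, were higher by 0.50 and 0.43 log2 (SE 0.09 each, adjusted p = 0.00154 and 0.00843). For SLC45A3, non-targeting cells (10.55 log2) were near labelled cells (10.63), and empty-vector cells were lower (9.97), so that the reference may stand apart. For PMEPA1 and KLK3, non-targeting cells (10.37 and 9.76) lay below empty-vector cells (11.13 and 10.31). KLK2 was at 9.30 in non-targeting and 9.26 in empty-vector cells. TM4SF1, a membrane protein of the tetraspanin-like family, was higher by 0.56 log2 (SE 0.08, adjusted p = 9.3e-05). HMOX1, which degrades haem, was lower by -0.49 log2 (SE 0.09, adjusted p = 0.00105), and ID3, an inhibitor of helix-loop-helix factors, by -0.50 log2 (SE 0.10, adjusted p = 0.00635). KLK3 lost its call without replicate 2 of the R1881-treated cells labelled GABPA overexpression (adjusted p = 0.0505). ID3 lost its call without replicate 1 of the R1881-treated cells (0.0638) or of the vehicle-treated cells (0.0526) of that label.

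Of 33 measured androgen-induced genes, 7 rose and 0 fell in c42b cells labelled GABPA overexpression, with 12 higher and 1 lower when adjusted over the list alone. Their median was 0.15 log2, and camera called the list (adjusted p = 4.5e-16, and adjusted p = 6.1e-05 with an estimated correlation). Of 51 mitosis genes, 3 fell, among them CDC20, the activator of the anaphase-promoting complex (-0.42 log2, adjusted p = 0.018), and 5 fell when adjusted over the list alone. Camera called the mitosis list (median -0.08, adjusted p = 1.2e-05), but adjusted p = 0.212 with an estimated correlation. CDC20 lost its call without replicate 2 of the R1881-treated (0.0861) or vehicle-treated (0.21) empty-vector cells, replicate 1 of the R1881-treated (0.134) or replicate 2 of the vehicle-treated cells (0.103) labelled GABPA overexpression. The other lists were not called, and the androgen-repressed list had a median of 0.01 log2 (adjusted p = 0.798). With median centring, respiratory chain subunits (adjusted p = 0.00386), mitochondrial ribosomal proteins (0.00231) and the integrated stress response (0.00231) were called lower, and with brighter probes only Wnt targets were called higher (0.0481). In all, 30 genes were called, 22 higher and 8 lower, of which 5 passed when the comparison was adjusted alone. Median centring gave 20 genes, 8 higher and 12 lower, and the count was 12 without replicate 1 of the R1881-treated cells labelled GABPA overexpression.

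The arms were then compared in cells labelled GABPA overexpression. In c42b, SLC45A3 was higher by 1.16 log2 in vehicle and by 0.17 log2 with R1881, and PMEPA1 by 1.11 and 0.08 log2. FKBP5, in contrast, was at 9.74 against 9.77 log2 in vehicle and at 12.39 against 12.06 log2 with R1881. As a list, androgen-induced genes had an interaction of -0.14 log2 (median, adjusted p = 0.00047, and adjusted p = 0.0338 with an estimated correlation) and androgen-repressed genes of 0.25 log2 (adjusted p = 0.00047, and adjusted p = 0.0123 with an estimated correlation). For single genes, the interaction with androgen called 0 when adjusted alone. At an unadjusted p under 0.05 there were 1063 genes, where 1002 would be met with no change. With the joint adjustment it was called for SLC45A3 (-0.99 log2, SE 0.18, adjusted p = 0.0134), PMEPA1 (-1.03, adjusted p = 0.03) and TMEFF2, a transmembrane protein of prostate (-0.78, adjusted p = 0.03), and for these 3 genes alone. The count was 0 without replicate 1 of the R1881-treated or replicate 2 of the vehicle-treated c42b cells of that label, and 1 without replicate 2 of the R1881-treated cells. SLC45A3 also lost its call without replicate 1 of the R1881-treated (adjusted p = 0.119) or vehicle-treated (0.104) empty-vector cells. PMEPA1 lost its call without any of the 8 samples but replicate 1 of the R1881-treated empty-vector cells (adjusted p up to 0.219), and TMEFF2 without any but replicate 1 of the R1881-treated or vehicle-treated empty-vector cells (up to 0.2155). In LNCaP limma called 0 genes for this interaction, with 879 at an unadjusted p under 0.05, though 1 and 2 were called without replicate 1 of the R1881-treated or vehicle-treated empty-vector cells. Mitochondrial ribosomal proteins were called there as a list (median -0.13, adjusted p = 0.00154, and adjusted p = 0.0717 with an estimated correlation). No gene was called in both lines among cells labelled GABPA overexpression, and the fold changes in the lines had a correlation across 9674 genes of -0.03 (Pearson), where genes are not independent replicates. The difference between the lines passed the test for SLC45A3 (0.73 log2 larger in c42b, adjusted p = 0.00821), HMOX1 (-0.61, adjusted p = 0.0334) and FAM223B (0.60, adjusted p = 0.0499), while 0 genes passed when this difference was adjusted alone. The mean of the FAM223B probe, 7.27 log2, lay below the background level of 7.80, so that its difference is uncertain. HMOX1 kept its call without only 5 of the 16 samples, replicate 1 of the R1881-treated empty-vector or labelled cells in LNCaP and, in c42b, replicate 1 of the vehicle-treated empty-vector or labelled cells or replicate 2 of the R1881-treated labelled cells, with adjusted p up to 0.135 without the other 11. FAM223B kept it without only 3, replicate 2 of the R1881-treated or replicate 1 of the vehicle-treated LNCaP empty-vector cells or replicate 2 of the vehicle-treated c42b empty-vector cells, with adjusted p up to 0.185 without the other 13. This count of 3 was 1 without replicate 2 of the R1881-treated or replicate 1 of the vehicle-treated LNCaP cells labelled GABPA overexpression, or replicate 1 of the R1881-treated or replicate 2 of the vehicle-treated c42b cells of that label, and 5 without replicate 1 of the vehicle-treated LNCaP empty-vector cells. The androgen-induced list differed between the lines as well (median difference 0.20 log2, adjusted p = 7.1e-13, and adjusted p = 0.000232 with an estimated correlation).

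**Figure D2:**
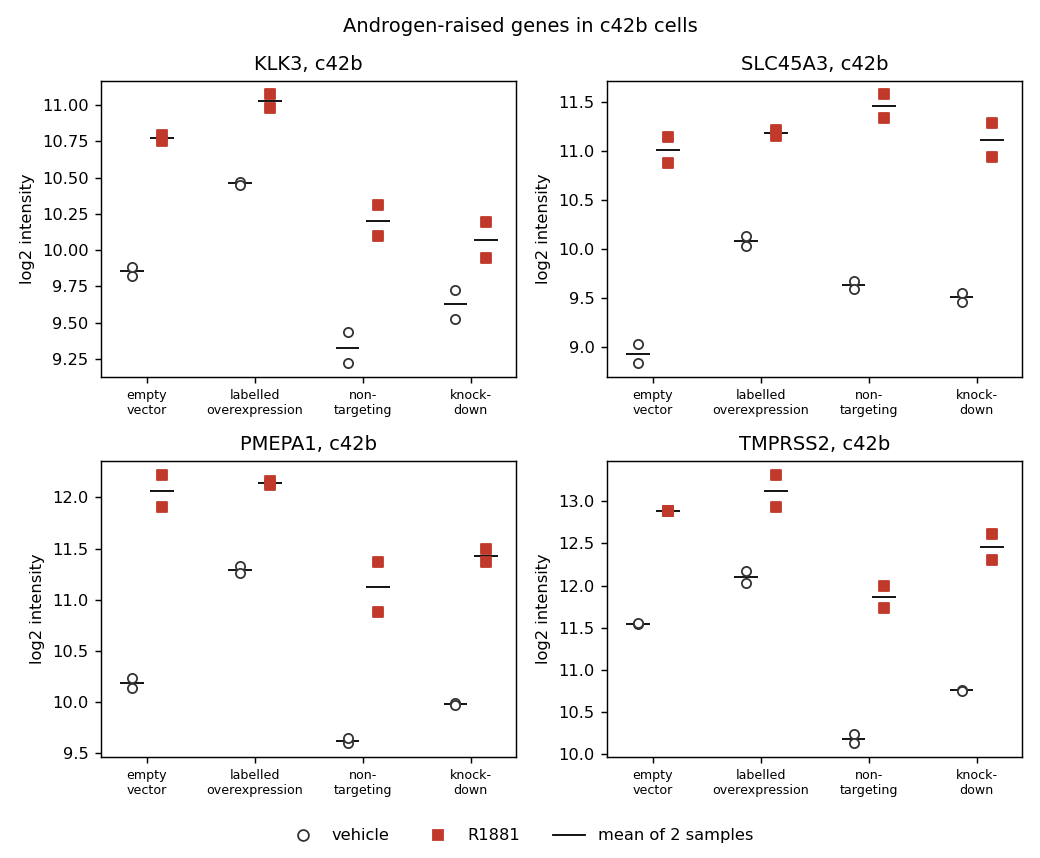
Levels (log2 intensity) of KLK3, SLC45A3, PMEPA1 and TMPRSS2 in each c42b sample, by vector and by R1881 or vehicle arm. In vehicle, SLC45A3 and PMEPA1 were higher by 1.16 and 1.11 log2 in cells labelled GABPA overexpression than in empty-vector cells.

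Knockdown cells were compared with non-targeting cells to find genes that depend on GABPA. In LNCaP the inhibitors of helix-loop-helix factors ID1 and ID3 rose by 2.0 log2 (SE 0.12, adjusted p = 9.3e-13) and 1.90 log2 (SE 0.10, adjusted p = 1.1e-13). CDKN1A, the cyclin-dependent kinase inhibitor induced by p53, rose by 0.92 log2 (SE 0.09, adjusted p = 7.9e-08). DDIT4L, an inhibitor of mTOR signalling, rose by 1.25 log2, BRDT, a testis bromodomain protein, by 1.58 log2, and PEG3, an imprinted zinc finger gene, by 1.18 log2. TFF3, a secreted trefoil factor, fell by 1.29 log2 (SE 0.10, adjusted p = 1.1e-10). VWF, the von Willebrand factor gene, fell by 1.27 log2, and TUSC3, a subunit of the oligosaccharyltransferase, by 1.05 log2. DUT, which clears dUTP, fell by 0.77 log2 and PFKP, a phosphofructokinase, by 0.86 log2.

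The integrated stress response list moved together in LNCaP knockdown cells. Of its 27 genes, 13 fell and 0 rose, with 18 lower when adjusted over the list alone, at a median of -0.34 log2 (adjusted p = 2.9e-23, and adjusted p = 0.00187 with an estimated correlation). Among them SLC7A5, an amino acid transporter, fell by 0.84 log2, PCK2, the mitochondrial PEP carboxykinase, by 0.70 log2, TRIB3 by 0.67 log2 and STC2 by 0.61 log2. Of 51 mitosis genes, 5 rose and 0 fell, with 15 higher when adjusted over the list alone, at a median of 0.21 log2 (adjusted p = 1.3e-12, and 0.0309 as adjusted p with an estimated correlation). They included PRC1, which bundles spindle microtubules, at 0.54 log2, and the kinase CDK1 at 0.47 log2. Of 54 DNA replication genes, 5 rose and 1 fell, with 12 and 1 when adjusted over the list alone. MCM6, a subunit of the replicative helicase, rose by 0.66 log2 and CDC45 by 0.51 log2, while DUT fell. That list's call (median 0.12, adjusted p = 1.2e-06) had adjusted p = 0.0636 with an estimated correlation. Of 29 interferon-stimulated genes, 3 rose, and 3 when adjusted over the list alone, among them ISG15, a ubiquitin-like protein (0.47 log2). Camera called this list (median 0.13 log2, adjusted p = 0.000227, and adjusted p = 0.00712 with an estimated correlation).

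Smaller shifts were called for 3 further lists in LNCaP knockdown cells and were lost with an estimated correlation. Endoplasmic reticulum chaperones had 1 member lower of 19 (XBP1, a regulator of the unfolded protein response, -0.41 log2) and 4 lower when adjusted over the list alone (adjusted p = 0.00669, and adjusted p = 0.0969 with an estimated correlation). Ribosome biogenesis factors had 1 lower of 39 and 3 lower when adjusted over the list alone (adjusted p = 0.0106, and adjusted p = 0.131 with an estimated correlation). Respiratory chain subunits had 1 higher of 73 and 2 when adjusted over the list alone (adjusted p = 0.0437, and adjusted p = 0.403 with an estimated correlation), and with median centring the adjusted p was 0.943. The remaining lists did not pass camera, though with median centring mitochondrial (adjusted p = 0.0401) and cytosolic (0.00608) ribosomal proteins and MYC targets (0.00588) were called lower and neuroendocrine markers (0.0387) higher. Of 26 p53 targets, 3 rose and 1 fell (adjusted p = 0.141), with CDKN1A higher and the sestrin SESN1 lower (-0.50 log2). Of 10 androgen-repressed genes, 2 rose and 3 fell (adjusted p = 0.558), among the latter OPRK1, the kappa opioid receptor (-0.95 log2), and the chemokine receptor ACKR3 (-0.60 log2). Among 8 measured CRPC genes of the study, MAD1L1, a spindle checkpoint protein, fell by 0.51 log2 (adjusted p = 0.00306) and 7 were not called, with 1 higher and 1 lower when adjusted over the list alone. That list was chosen by the study partly on these samples and is not independent evidence. In all, 494 genes were called in LNCaP knockdown, 254 higher and 240 lower. Median centring gave 124 higher and 241 lower, so that the balance of directions rests on the scaling.

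In c42b knockdown cells, TUSC3 fell by 1.78 log2 (SE 0.08, adjusted p = 3.9e-15), HMGN4, a nucleosome-binding protein, by 1.59 log2, and ANTXR1, an anthrax toxin receptor, by 1.35 log2. TYMS, the thymidylate synthase and a known target of GABP, fell by 1.12 log2 (SE 0.11, adjusted p = 3.1e-08), from 11.93 log2 in non-targeting to 10.81 log2 in knockdown cells, while empty-vector cells had 8.72 log2. DDC, the DOPA decarboxylase, rose by 1.42 log2 (SE 0.08, adjusted p = 7.6e-14). The cancer-testis genes CTAG2 and MAGEA10 rose by 1.07 and 1.02 log2, GDF15, a stress-induced cytokine, by 0.92 log2, and KLK2 by 0.87 log2 (SE 0.09, adjusted p = 1.6e-07). VCX2 rose by 1.13 log2, but it belongs to a family of near-identical copies, so that the gene its probe reads is uncertain.

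Non-targeting c42b cells, the reference here, differed from empty-vector c42b cells by 3778 genes. Whether this shifted the lists that follow was not tested. Mitosis genes were lower in c42b knockdown than in non-targeting cells. Of 51 measured, 19 fell and 0 rose, with 42 lower when adjusted over the list alone, at a median of -0.33 log2 (adjusted p = 2.9e-31, and adjusted p = 0.000838 with an estimated correlation). NDC80, a kinetochore protein, fell by 0.57 log2 and the mitotic kinase PBK by 0.53 log2. Of 54 DNA replication genes, 4 fell and 1 rose, with 15 and 1 when adjusted over the list alone, at a median of -0.17 log2 (adjusted p = 1.6e-10, and adjusted p = 0.0152 with an estimated correlation). Among them DUT fell by 0.85 log2 and MCM3, a helicase subunit, fell by 0.64 log2, beside TYMS, while MCM6 rose (0.33 log2). Of 19 endoplasmic reticulum chaperones, 9 rose, and 14 when adjusted over the list alone, at a median of 0.34 log2 (adjusted p = 1.4e-14, and adjusted p = 0.000124 with an estimated correlation). CRELD2 rose by 0.59 log2, DNAJB9 by 0.56 log2 and HSPA5, the chaperone BiP, by 0.51 log2. Of 26 p53 targets, 6 rose, and 6 when adjusted over the list alone, including GDF15 and CDKN1A (0.76 log2), with a median of 0.10 log2 (adjusted p = 0.000408, and adjusted p = 0.00712 with an estimated correlation). CDKN1A was at 11.33 log2 in knockdown and 10.57 log2 in non-targeting cells, but at 11.31 log2 in empty-vector cells, so that its reference group stood apart from the line. Of 39 ribosome biogenesis factors, 3 fell and 4 when adjusted over the list alone, with a median of -0.10 log2 (adjusted p = 0.000373, and adjusted p = 0.038 with an estimated correlation).

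The cholesterol synthesis list was called in c42b knockdown cells with 3 of 21 members higher, among them the sterol reductase TM7SF2 (0.51 log2), and 6 when adjusted over the list alone (adjusted p = 0.0274, and adjusted p = 0.0636 with an estimated correlation). MYC targets had 1 higher and 1 lower of 47, with 1 and 3 when adjusted over the list alone (median -0.07, adjusted p = 0.0461, and adjusted p = 0.364 with an estimated correlation). Lists that did not pass camera included androgen-induced genes, of which 4 of 33 rose (adjusted p = 0.369), among them KLK2, TMPRSS2, a serine protease (0.58 log2), and the retinaldehyde dehydrogenase ALDH1A3 (0.84 log2). TMPRSS2 was at 11.61 log2 in knockdown and 11.02 in non-targeting cells, but at 12.22 in empty-vector cells. KLK2 was at 10.17 in knockdown cells, with non-targeting (9.30) and empty-vector cells (9.26) alike. The lists that did not pass also included androgen-repressed genes, of which 3 of 10 rose (adjusted p = 0.0668), GABP and its known targets (adjusted p = 0.813), mitochondrial ribosomal proteins (0.0975) and cytosolic ribosomal proteins (0.151). With median centring, mitochondrial (0.00943) and cytosolic (0.00415) ribosomal proteins were called lower and androgen-repressed genes (0.0164) higher. Among the 8 CRPC genes, a list that is not independent evidence here, AGR2, a disulfide isomerase, fell by 0.68 log2 (adjusted p = 1.8e-05), and 1 fell when adjusted over the list alone. In all, 651 genes were called in c42b knockdown, 344 higher and 307 lower, and median centring gave 474 genes, of which 296 were lower.

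**Figure D3:**
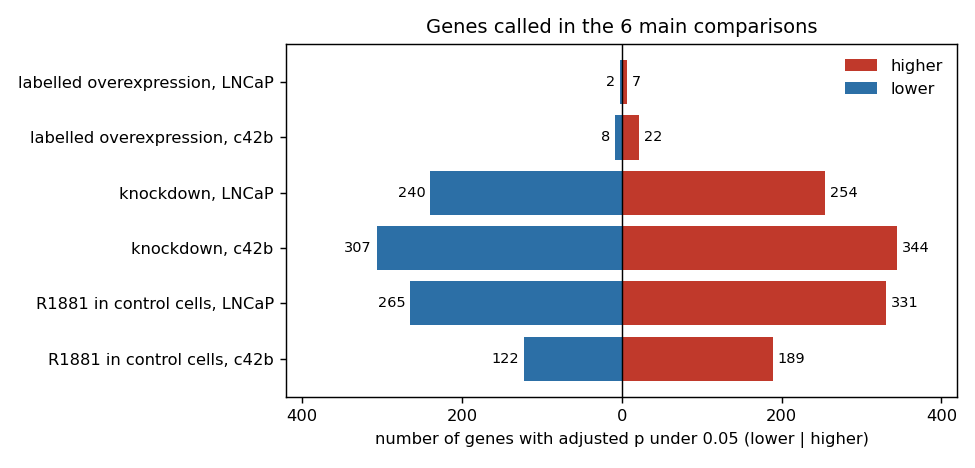
Number of genes called higher (bars to the right) and lower (bars to the left) in each of the 6 main comparisons. Knockdown changed 494 genes in LNCaP and 651 in c42b, against 9 and 30 in cells labelled GABPA overexpression.

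Several processes of interest to the study were followed in both lines. Of 30 apoptosis regulators, 2 rose in LNCaP knockdown and 0 were called in c42b (adjusted p = 0.638 and 0.876). Of 16 MAP kinase feedback genes, 1 fell in LNCaP and 2 fell in c42b (adjusted p = 0.638 and 0.377), with PHLDA1 lower by -0.52 and -0.44 log2. PHLDA1 lost its call in c42b without replicate 2 of the R1881-treated (adjusted p = 0.0523) or replicate 1 of the vehicle-treated non-targeting cells (0.055), or replicate 2 of the R1881-treated knockdown cells (0.0519). Of 13 Wnt targets, 2 fell in LNCaP, among them TNFRSF19 (-0.55 log2), and 0 were called in c42b (adjusted p = 0.444 and 0.724). JAK-STAT targets had 1 of 13 higher in LNCaP and 0 in c42b (adjusted p = 0.294 and 0.661). Fatty acid synthesis had 1 higher and 1 lower of 16 in LNCaP, and heat shock proteins had 0 of 15 called in either line. Hypoxia and glycolysis genes had 1 higher and 2 lower of 27 in LNCaP, and 2 higher and 2 lower in c42b, with ENO2, a neuronal enolase, higher (0.75 and 0.72 log2) and PFKP lower (-0.86 and -0.83 log2) in both. Of 23 mesenchymal and invasion genes, MMP7, a matrix protease, rose (0.54 log2) and the helix-loop-helix factor TWIST1 fell (-0.39 log2) in LNCaP, while VIM, vimentin, fell in c42b (-0.63 log2). TWIST1 lost its call without replicate 2 of the R1881-treated (adjusted p = 0.0581) or replicate 1 of the vehicle-treated non-targeting cells (0.0748), or replicate 1 of the R1881-treated (0.0972) or vehicle-treated (0.0724) knockdown cells. Of 22 ETS factors other than GABPA, FEV fell in c42b (-0.51 log2), except without replicate 2 of the R1881-treated knockdown cells (adjusted p = 0.126), and 0 were called in LNCaP knockdown. SKP2, E2F1, CDKN1B, CCND1, CDK4, HNRNPK, STIL and PLAU were called neither after knockdown nor in cells labelled GABPA overexpression.

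Marker lists of other cell types moved little. Basal epithelial markers had 0 of 7 called in any comparison, fibroblast markers 1 of 12 in c42b knockdown (ACTA2, smooth muscle actin, 0.66 log2), and blood cell markers 1 of 11 in c42b knockdown (LCP1, 0.67 log2). Neuroendocrine markers had 2 higher of 11 in LNCaP knockdown, ENO2 and the neuronal tubulin TUBB3 (0.60 log2), while in c42b knockdown 1 was higher and 1 lower, TUBB3 (-0.50 log2). The RT-PCR reference genes, of which 3 were measured, were called in no main comparison.

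The effects of knockdown were compared between the lines to ask how far they depend on the cell context. Fold changes after knockdown correlated weakly between the lines across 9674 genes (Pearson 0.22). Shared calls were more frequent than independent draws would give, with 57 genes higher in both lines (4.36 expected) and 54 lower in both (3.68 expected). Genes called in both lines in the same direction included CDKN1A, GABPB1 and RPL36A among the higher, and TUSC3, ANTXR1, HMGN4, DUT and PFKP among the lower. For CDKN1A in c42b, knockdown cells (11.33 log2) were near empty-vector cells (11.31 log2) and non-targeting cells were lower (10.57 log2). Opposite calls also exceeded the expected numbers. Expected numbers of shared genes, here and below, take all 20046 genes as equally likely to be called. Only 48.3% of genes lay above background, while most genes called after knockdown or with R1881 did, so that such numbers are too low for these calls. The comparisons also share 1 estimate of the spread of each gene, which can add overlap. The size of any excess is thus uncertain. A further 16 genes were higher in LNCaP and lower in c42b (3.89 expected), including PLK4, a kinase of centriole duplication, and HJURP, a centromere chaperone, and 11 were lower in LNCaP and higher in c42b (4.12 expected), including REPS2.

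The test of the difference called 192 genes, 100 with a higher and 92 with a lower value in c42b. ID1 differed by -2.48 log2 (SE 0.17, adjusted p = 7.3e-10), rising by 2.0 in LNCaP and falling by -0.47 in c42b (adjusted p = 0.0445). Its levels in knockdown cells were alike, 9.92 log2 in LNCaP and 9.87 in c42b, while non-targeting cells were at 7.92 and 10.34. The lines thus differed in the reference cells rather than in the knockdown level of ID1. ID3 differed by -2.11 log2 (SE 0.15), with knockdown cells at 10.68 log2 in LNCaP and 10.23 in c42b, and non-targeting cells at 8.79 and 10.44. REPS2, an endocytic adaptor, differed by 1.56 log2 (SE 0.11), and VCX2 by 1.65 log2. TFF3 differed by 1.54 log2, with -1.29 in LNCaP and 0.25 in c42b, where it was not called. TYMS differed by -0.92 log2, DDC by 1.09 log2, KLK2 by 1.05 log2 and HSPA5 by 0.81 log2. For TYMS, knockdown cells were at 10.70 log2 in LNCaP and 10.81 in c42b, and non-targeting cells at 10.90 and 11.93. Mitosis genes as a list differed by a median of -0.51 log2 (adjusted p = 2.3e-45, and adjusted p = 0.000232 with an estimated correlation), and DNA replication genes by -0.34 log2 (adjusted p = 1.3e-19, and adjusted p = 0.00167 with an estimated correlation). The integrated stress response differed by 0.33 log2 (adjusted p = 1.3e-12, and adjusted p = 0.0337 with an estimated correlation), and endoplasmic reticulum chaperones by 0.40 log2 (adjusted p = 5.7e-17, and adjusted p = 0.000172 with an estimated correlation). Androgen-repressed genes differed by 0.32 log2 (adjusted p = 0.00047, and adjusted p = 0.0123 with an estimated correlation).

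**Figure D4:**
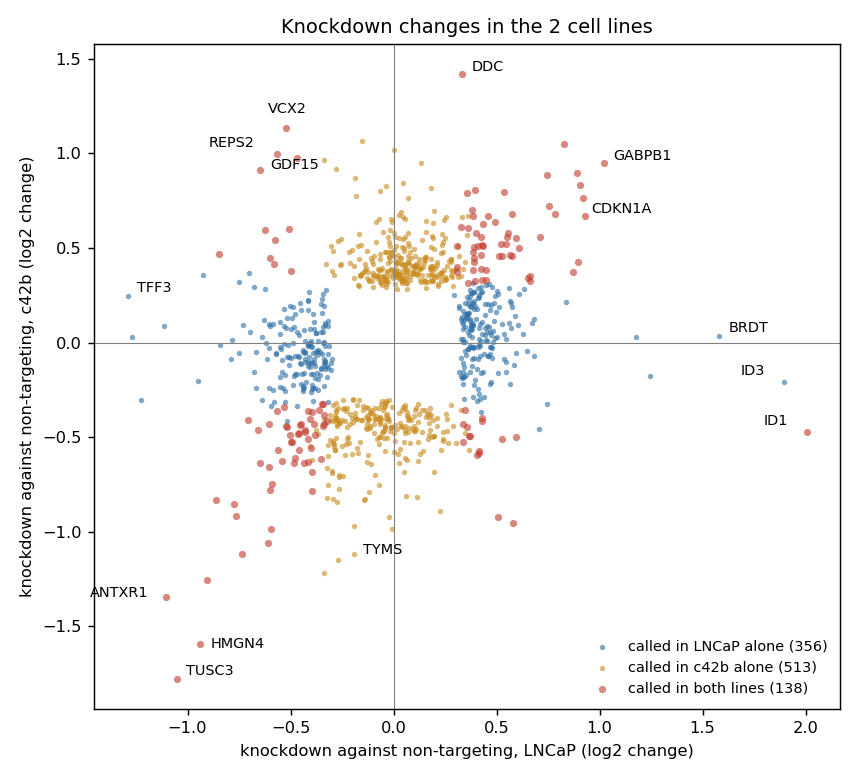
Change after GABPA knockdown (log2) in LNCaP, on the horizontal axis, against c42b, on the vertical axis, with 1 point per gene called in either line. Of the called genes, 57 were higher in both lines and 54 lower in both, while ID1 was 2.0 in LNCaP and -0.47 in c42b. The level of ID1 in knockdown cells was 9.92 log2 in LNCaP and 9.87 in c42b.

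**Figure D5:**
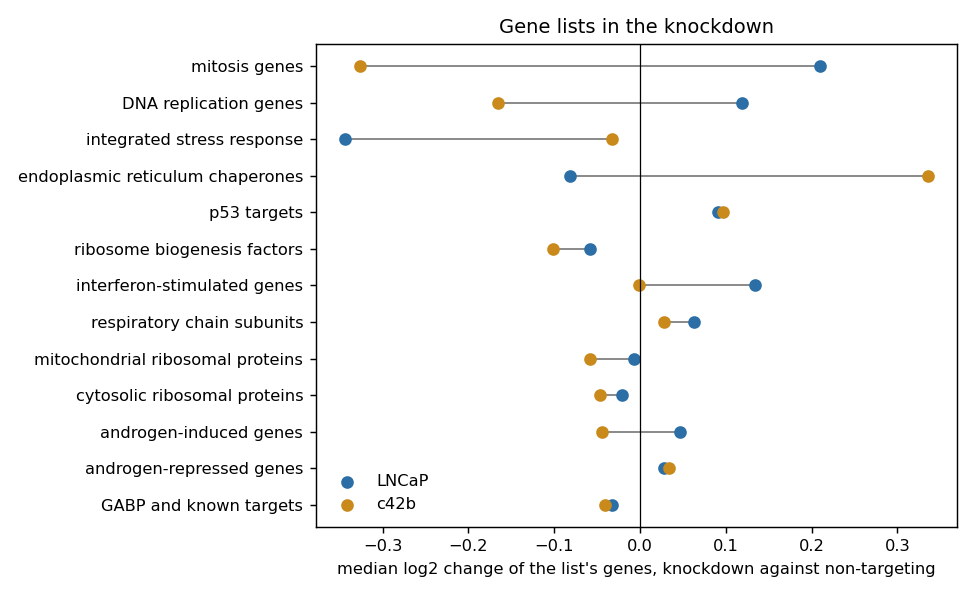
Median change after GABPA knockdown (log2) of gene lists in LNCaP and c42b. Mitosis genes had medians of 0.21 in LNCaP and -0.33 in c42b, and the integrated stress response -0.34 in LNCaP and -0.03 in c42b.

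R1881 was compared with vehicle in control cells to give the androgen response of each line. SGK1, a serum- and glucocorticoid-regulated kinase, rose by 2.81 log2 in LNCaP (SE 0.08, adjusted p = 2.5e-20) and 2.97 log2 in c42b (adjusted p = 1.0e-20). FKBP5, a co-chaperone of steroid receptors, rose by 2.66 and 2.08 log2, PMEPA1 by 2.80 and 1.69 log2, TMPRSS2 by 2.62 and 1.51 log2, SLC45A3 by 2.26 and 1.95 log2, and KLK3 by 1.64 and 0.90 log2. BAMBI, a decoy receptor for TGF-beta, fell by 1.14 and 1.40 log2, HOXC13 by 1.10 and 1.01 log2, and ACKR3 by 0.95 and 1.19 log2. GRB10, an adaptor of the insulin receptor, fell by 1.35 log2 in LNCaP, and MYC fell by 0.67 log2 in c42b. ECI2, an enoyl-CoA isomerase and 1 of the CRPC genes of the study, rose by 0.73 log2 in LNCaP and 0.42 log2 in c42b. Its call in c42b was lost without replicate 2 of the R1881-treated (adjusted p = 0.0706) or vehicle-treated (0.0566) non-targeting cells, or replicate 2 of the vehicle-treated empty-vector cells (0.0635).

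Of 33 androgen-induced genes, 27 rose in LNCaP and 22 in c42b, with 29 and 27 when adjusted over the list alone. Their medians were 0.97 and 0.66 log2 (adjusted p = 3.1e-92 and 6.5e-89, and adjusted p = 3.9e-10 in each with an estimated correlation). Of 10 androgen-repressed genes, 4 fell in LNCaP and 3 in c42b, with 6 and 4 when adjusted over the list alone. OPRK1 fell by 1.17 log2 and the glucuronosyltransferase UGT2B15 by 0.61 log2 in LNCaP, and the list was called in both lines (adjusted p = 1.0e-08 and 0.000251, and adjusted p = 0.000268 and 0.00712 with an estimated correlation). Endoplasmic reticulum chaperones had 2 of 19 higher in LNCaP, among them DNAJB9 (1.02 log2), and 4 when adjusted over the list alone (adjusted p = 0.000106, and adjusted p = 0.0193 with an estimated correlation). In c42b 1 member rose (adjusted p = 0.00723, and adjusted p = 0.0978 with an estimated correlation). The integrated stress response had 1 higher and 2 lower in LNCaP (adjusted p = 0.0022) and 2 higher in c42b (adjusted p = 0.00477), with adjusted p = 0.364 and 0.395 with an estimated correlation. Calls of mitosis (adjusted p = 0.0296) and DNA replication genes (0.0313) in LNCaP, both with lower medians, and of Wnt targets in c42b (0.0313) had adjusted p = 0.577, 0.421 and 0.0864 with an estimated correlation. With median centring, cytosolic ribosomal proteins were called higher in LNCaP (adjusted p = 0.0132). In all, 596 genes were called in LNCaP, 331 higher and 265 lower, and 311 in c42b, 189 higher and 122 lower. Shared calls numbered 139 among the higher (3.12 expected) and 72 among the lower (1.61 expected), with 0 in opposite directions by limma, and the fold changes correlated at 0.64 across 9674 genes (Pearson).

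Genes that moved with both GABPA and androgen were counted to see how the programmes meet. In LNCaP, 84 genes were called in knockdown and in the androgen response, where independence would give 14.7 (494 and 596 of 20046 genes). Of these, 31 were lower in both (3.17 expected), such as ACKR3 and BAMBI, and 25 higher in both (4.19 expected), such as FKBP5 and GABPB1. A further 15 were higher in knockdown and lower with R1881 (3.36 expected), such as ID3 and PEG3, and 13 were lower in knockdown and higher with R1881 (3.96 expected). In c42b the overlap was 50 genes (10.1 expected). Here 19 were higher in knockdown and lower with R1881 (2.09 expected), 13 were lower in both (1.87 expected), 10 higher in both (3.24 expected) and 8 lower in knockdown and higher with R1881 (2.89 expected). The comparisons use the same control samples, but the sum of the products of their weights is 0. They do share 1 estimate of the spread of each gene, which can add overlap. The expected numbers are also too low, as stated for the overlap between the lines. The correlation between knockdown and androgen response over all genes was 0.0974 in LNCaP and 0.0136 in c42b, where simulated data with no change gave 0.0003 and -0.0025. Among the 22 genes higher in c42b cells labelled GABPA overexpression, 11 were also higher with R1881 (0.207 expected), among them KLK2, PMEPA1 and SLC45A3. For cells labelled GABPA overexpression the correlation with the androgen response was 0.0913 in c42b (simulated 0.0012) and -0.0004 in LNCaP (simulated 0.0026). The overlap in LNCaP was 49, 54 and 52 genes without replicate 1 or 2 of the R1881-treated or replicate 2 of the vehicle-treated non-targeting cells. In c42b it was 29 and 30 without replicate 2 of the R1881-treated or replicate 1 of the vehicle-treated non-targeting cells.

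Whether knockdown altered the response to R1881 itself was tested as an interaction. In LNCaP 0 genes were called when the interaction was adjusted alone. With the joint adjustment 4 genes were called, with 1262 at an unadjusted p under 0.05, where 1002 would be met with no change. TIPARP, a mono-ADP-ribosyltransferase, had a larger difference by 0.99 log2 with R1881 (SE 0.17, adjusted p = 0.00505), and TMEM140 a smaller one by -0.89 log2 (adjusted p = 0.0101). AVPR2, the vasopressin receptor, differed by -0.88 log2 (adjusted p = 0.0257) and LOC101927166 by 0.86 log2 (adjusted p = 0.0388). The mean of the LOC101927166 probe, 7.65 log2, lay below the background level of 7.80, so that its difference is uncertain. TIPARP lost its call without replicate 1 of the vehicle-treated non-targeting cells (0.0626) or of the R1881-treated knockdown cells (0.0554). TMEM140 lost its call without replicate 1 of the R1881-treated (0.0586) or replicate 2 of the vehicle-treated (0.0529) non-targeting cells, or replicate 1 of the R1881-treated (0.0781) or vehicle-treated (0.0755) knockdown cells. AVPR2 kept its call only without replicate 1 of the R1881-treated non-targeting, the R1881-treated knockdown or the vehicle-treated knockdown cells, with adjusted p up to 0.197 without the other 5 samples, and LOC101927166 only without replicate 1 of the vehicle-treated knockdown cells (up to 0.295). The count was 57 without replicate 1 of the R1881-treated knockdown cells, and 2 without their replicate 2 or without replicate 2 of the vehicle-treated non-targeting cells. In c42b 0 genes were called when the interaction was adjusted alone, and 809 had an unadjusted p under 0.05, where 1002 would be met with no change. With the joint adjustment 1 gene was called, the integrin ITGA3 (0.85 log2, SE 0.17, adjusted p = 0.0225). ITGA3 kept its call only without replicate 2 of the R1881-treated or vehicle-treated knockdown cells, with adjusted p up to 0.192 without the others. That count was 0 without replicate 2 of the vehicle-treated non-targeting cells or replicate 1 of the vehicle-treated knockdown cells, 2 without replicate 2 of the R1881-treated knockdown cells, and 3 without replicate 2 of the vehicle-treated knockdown cells. Among lists, androgen-induced genes were called in LNCaP (median 0.11, adjusted p = 0.00298, and adjusted p = 0.0717 with an estimated correlation). The integrated stress response was called in both lines in opposite directions, at -0.15 in LNCaP (adjusted p = 0.0163, and adjusted p = 0.603 with an estimated correlation) and 0.09 in c42b (adjusted p = 0.0355, and adjusted p = 0.63 with an estimated correlation).

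Core genes were defined as higher in cells labelled GABPA overexpression and lower after knockdown. By limma there were 0 in LNCaP (0.0838 expected), 0 in c42b (0.337 expected) and 0 in both. At an unadjusted p under 0.05 there were 26 in LNCaP, where independence would give 28.7, and 36 in c42b, where it would give 41.8. In LNCaP, 1 core gene was called without replicate 1 of the R1881-treated cells labelled GABPA overexpression. In c42b, 5 genes were higher both in cells labelled GABPA overexpression and after knockdown (0.378 expected), among them KLK2 and TM4SF1. Since the GABPA probe was not raised, these counts draw their first direction from the label alone.

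Control cells of the lines differed widely. NTS, the neurotensin gene, was lower in c42b by -7.26 log2 (SE 0.07), TMEFF2 by -4.69 log2 and BCHE, butyrylcholinesterase, by -4.60 log2, and PAGE1, a cancer-testis gene, was higher by 4.98 log2. In all, 5735 genes were called, 2987 higher and 2748 lower in c42b.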

Values the study reported

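The study described a core set of genes raised by GABPα overexpression and lowered by its knockdown, with 1825 such genes in LNCaP cells and 1655 in c4–2b cells. Of these, 316 were shared by both lines. For the LNCaP and c4–2b lines together, it counted 3185 genes as differentially expressed in cells overexpressing GABPα.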

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

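The test of the GABPA probe by knockdown and the test of the androgen response between the lines were chosen only after the results were seen.

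The response of c42b cells labelled GABPA overexpression differed between the R1881 and vehicle arms for 3 genes, SLC45A3 (-0.99 log2), PMEPA1 (-1.03) and TMEFF2 (-0.78), and differed between the lines for 3 genes, SLC45A3 (0.73), HMOX1 (-0.61) and FAM223B (0.60). Both counts rest on the joint adjustment, as each was 0 when adjusted alone. The mean of the FAM223B probe lay below background (7.27 log2). In the vehicle arm, 157 genes that R1881 raised in LNCaP stood at a median of 0.135 of their androgen response, read from non-targeting cells (95% bootstrap interval 0.0697 to 0.203, over genes alone and so without the spread between samples), and in the R1881 arm at 0.114 (0.0812 to 0.1435), where 81 genes that R1881 lowered stood at 0.0491 (-0.0063 to 0.126). Shares in the vehicle arm were read against the mean of the empty-vector vehicle samples, so that an odd sample among those is not excluded. A single odd labelled sample is argued against, since the lower of the 2 labelled vehicle samples had a median share of 0.126 and the higher 0.151. Androgen in these vehicle samples is a candidate explanation, because the 81 lowered genes stood at 0.192 of their response in vehicle (0.116 to 0.296), the share it needs; it would not give the 0.114 of raised genes with R1881, FKBP5 was at 9.74 against 9.77 log2 in vehicle where SLC45A3 and PMEPA1 were higher by 1.16 and 1.11, and another cause of a raised androgen response stays open. Empty-vector cells that stand apart from the line also stay open as a cause. For SLC45A3 they (9.97 log2) lay below non-targeting (10.55) and labelled cells (10.63), though for PMEPA1 and KLK3 they lay above non-targeting cells. Since the GABPA probe was not raised, no part of these differences can be ascribed to GABPA from these arrays.

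The effect of knockdown differed between LNCaP and c42b for 192 genes, with the smallest p-values for VCX2 (1.65 log2), ID1 (-2.48), ID3 (-2.11), REPS2 (1.56) and TFF3 (1.54). Non-targeting cells that stand apart from their line could give such differences, as knockdown is read against them. In LNCaP the non-targeting samples were nearer to empty-vector samples than the knockdown samples were for 75.3% of 93 genes called in both tests. Over all 494 genes called in LNCaP knockdown the share was 62.55%, so that this holds less clearly beyond the 93. Empty-vector and non-targeting LNCaP cells differed by 2184 genes, so that empty-vector cells are not a sure baseline. The values thus go against a shift of the non-targeting cells for most of the 93 genes, but do not exclude it. In c42b that share was 39.3% of 122 genes (47.9% of all 651), so that a shift of the non-targeting cells and an effect of the knockdown cannot be told apart for these genes. A different action of GABPA in the lines stays open for LNCaP, as do off-target effects, because the labels name a single hairpin.

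The GABPA probe was not higher in cells labelled GABPA overexpression. A probe that does not read GABPA transcript could explain this. The probe fell by 0.46 log2 in c42b knockdown cells, and in both lines every knockdown sample lay below every non-targeting sample, which goes against it. This support is limited, since the c42b call was lost with the R1881 arm alone or without single samples. The fall in LNCaP was not called by limma (-0.38 log2, adjusted p = 0.101), and the second, dim probe did not fall in c42b (0.06 log2). The c42b knockdown mean of 7.5 lay below the background level of 7.80 log2, so that the size of the fall is uncertain. Whether the transcript of the vector carries the probed part of GABPA stays open, as does an expression that was never raised. The study describes an inducible vector and a check of its expression by protein and PCR assays, while the labels of these samples do not mention induction.

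The effect of knockdown differed between the R1881 and vehicle arms for 4 genes in LNCaP, TIPARP (0.99 log2), TMEM140 (-0.89), AVPR2 (-0.88) and LOC101927166 (0.86), and for 1 gene in c42b, ITGA3 (0.85). Both counts rest on the joint adjustment, as each was 0 when adjusted alone. The mean of the LOC101927166 probe lay below background (7.65 log2). The androgen response differed between the lines for 67 genes.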

How the results depend on the processing

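The non-targeting reference, unadjusted p-values and a limit to genes above background were chosen only after the results were seen. Of 276 called values of named genes, 155 kept their direction and their call under every alternative they were run with, and 0 reversed in any. The cause of each change was not tested unless it follows from fewer samples, fewer genes tested or another threshold.

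With 1 arm alone, so with fewer samples, knockdown called 221 (R1881) and 209 (vehicle) genes in LNCaP in place of 494, and 256 and 247 in c42b in place of 651. Cells labelled GABPA overexpression gave 3 and 5 genes in LNCaP in place of 9, and 12 and 18 in c42b in place of 30. GABPA after c42b knockdown was -0.26 log2 in the R1881 arm (adjusted p = 0.758). At an adjusted p under 0.1, overexpression gave 24 genes in LNCaP and 55 in c42b, knockdown by androgen 12 and 3, overexpression by androgen in c42b 5, and overexpression by line 9. Adjusted within each comparison, overexpression gave 0 and 5, both knockdown by androgen counts and overexpression by androgen in c42b 0, overexpression by line 0, and knockdown by line 408 in place of 192. With calls by any probe of a gene, core genes in c42b and overexpression by androgen in LNCaP were 1 each in place of 0. With brighter probes only, and so fewer genes tested, the knockdown and androgen overlap was 142 in place of 84 in LNCaP and 83 in place of 50 in c42b, overexpression gave 14 and 63, core genes in c42b 1, knockdown by androgen 13 in place of 4 and 2 in place of 1, knockdown by line 320, and overexpression by androgen in c42b 7 and by line 8, each in place of 3. GABPA after LNCaP knockdown (-0.38 log2) was called with brighter probes (adjusted p = 0.0438) and with a replicate block (0.0357). Median centring gave overlaps of 46 and 32, knockdown by androgen 2 and 2, and overexpression by line 1. Without repeat arrays, knockdown by androgen in c42b was 2 and overexpression by line 5. Separate fits for each line gave an overlap of 52 in LNCaP, overexpression 5 and 17, and 0 for knockdown by androgen in both lines and overexpression by androgen in c42b. Of 180 list tests, 27 passed, and 14 with an estimated correlation and 47 with fry. With non-targeting cells as reference, core genes were 58 in LNCaP and 74 in c42b, and at an unadjusted p under 0.05 they were 26 and 36, with 878 and 1161 genes for overexpression.

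Leaving out each sample in turn, where the lone sample left in a group is assumed to vary like those of the other groups, gave 2 to 15 genes for overexpression in LNCaP and 12 to 33 in c42b, 346 to 407 and 450 to 492 for knockdown, and 474 to 517 and 241 to 267 for the androgen response. Overexpression by androgen ran from 0 to 2 and 0 to 3, knockdown by androgen from 2 to 57 and 0 to 3, overexpression by line from 1 to 5, knockdown by line from 131 to 171, and the line difference from 5384 to 5537. Core genes ran from 0 to 1 in LNCaP, and were 0 throughout in c42b and in both lines. The overlaps ran from 49 to 72 and 29 to 43, and list calls from 22 to 29. GABPA ran from -0.14 to 0.04 log2 (LNCaP) and -0.03 to 0.10 (c42b) for overexpression, and from -0.45 to -0.30 and -0.56 to -0.37 for knockdown. Samples whose absence ended a call are named with many of the results above.

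A replicate block changed overexpression by line to 1 in place of 3. Residuals of equal replicate numbers correlated at a median of 0.00 in LNCaP and -0.03 in c42b over 28 pairs of groups. Between compared groups they correlated at 0.027 to 0.177 in LNCaP and -0.176 to 0.045 in c42b, so not over 0.1 in every pair. Replicate numbers were thus not taken as pairs, though a weak pairing in LNCaP is not excluded. A block for slides was not run, since slides are not given. Signal over background limits what can be seen, since 48.3% of genes lay above the background level, and 41 of the 494 genes called in LNCaP knockdown and 43 of the 651 in c42b lay below it.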

Other observations

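The comparisons of empty-vector with non-targeting cells and of the androgen response between the lines, and the splits without the second factor, were chosen only after the results were seen.

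The control vectors themselves differed within each line. Empty-vector and non-targeting cells differed by 2184 genes in LNCaP, 1136 higher and 1048 lower in empty-vector cells, and by 3778 genes in c42b, 2016 higher and 1762 lower. TYMS, the thymidylate synthase, was at 11.93 ± 0.09 log2 (SD, n = 4) in non-targeting and 8.72 ± 0.08 in empty-vector c42b cells, and at 10.90 ± 0.27 and 9.01 ± 0.08 in LNCaP. ID1 was at 10.34 ± 0.22 and 8.76 ± 0.27 in c42b, and at 7.92 ± 0.25 and 7.54 ± 0.15 in LNCaP. When non-targeting cells served as the reference for cells labelled GABPA overexpression, 58 core genes were counted in LNCaP and 74 in c42b. Of these, 50 and 68 were higher in empty-vector than in non-targeting cells too.

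The androgen response differed between the lines for 67 genes, 34 with a higher and 33 with a lower value in c42b. The change was smaller in size in c42b for 58 of the 67. ORM1, an acute-phase glycoprotein, rose by 2.17 log2 in LNCaP and had 0.33 in c42b (difference -1.84, adjusted p = 1.0e-07). TMPRSS2 had a smaller response in c42b (difference -1.11, adjusted p = 1.1e-05), as had PMEPA1 (-1.11) and KLK4, a prostate kallikrein (-0.74). FOS, an immediate-early transcription factor, was at -1.60 in LNCaP and 0.13 in c42b (difference 1.73, adjusted p = 2.9e-08), and EGR1 differed by 1.27.

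Other groupings of the same samples were tested as a guard against chance. Each comparison was fitted here on its own samples and adjusted alone, so that the real counts differ from those given above. In LNCaP 35 of 35 splits gave as many genes as the real split for overexpression (real 0, highest other 652), 2 of 35 for knockdown (real 277, highest other 353) and 2 of 35 for the androgen response (real 464, highest other 1188). In c42b the numbers were 35 of 35 for overexpression (real 0, highest other 214), 1 of 35 for knockdown (real 564, highest other 137) and 2 of 35 for the androgen response (real 200, highest other 3021). For c42b knockdown no other split gave as many genes. The same held for c42b against LNCaP control cells, where 1 of 100 splits gave as many genes (real 5076, highest other 2835). These are the fewest that the splits can give, which goes against chance in the grouping of the samples. The splits cannot exclude a chance difference between the cell populations from which the samples were taken. In all 6 main comparisons the highest other split followed the second factor of the design, R1881 or the vector system, which points to a structure of the samples. This was the only other split that gave as many genes for LNCaP knockdown and for both androgen responses, so that the count of all splits decides nothing there. With that split set aside, 1 of 34 splits gave as many genes in each of these 3, with a highest other of 0, 0 and 1. A real count of 0 is met by every split, so that the numbers for overexpression decide nothing.

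The count of core genes here was 0 in LNCaP, 0 in c42b and 0 in both, at an adjusted p under 0.05 and also under 0.1. Those are lower than the values quoted from the study above. The labels give 2 samples per group. The study describes triplicates, and this difference from the labels was not resolved. Genes called in cells labelled GABPA overexpression in either line were 39 at an adjusted p under 0.05 and 79 under 0.1, and in both lines 0 at each. Those are lower than the value quoted from the study above. These counts rest on the empty-vector reference. With non-targeting cells as the reference, 2310 genes were called in LNCaP and 3783 in c42b, while empty-vector cells themselves differed from non-targeting cells by 2184 and 3778.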
